A study of Mus musculus with 10 samples. Its data were reported in "SMCHD1 has separable roles in chromatin architecture and gene silencing that could be targeted in disease" (2023).

How the data were processed

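RNA was profiled by sequencing in the frontonasal prominence, the embryonic tissue that forms the forehead and nose, dissected from mouse embryos at E10.5 on the FVB/NJ background. The series holds 10 libraries, 6 from wild-type embryos (WT) and 4 from embryos homozygous for the MommeD1 allele of Smchd1 (MD1), a loss-of-function allele. Per the labels, the WT libraries are 3 males and 3 females and the MD1 libraries are 2 males and 2 females. Groups and replicate numbers were taken from those labels alone. The labels describe separate samples, but they do not say how embryos were shared between libraries, so p-values measure the spread between these samples.

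The authors deposited raw read counts per gene and a second table of log2 RPKM values (reads per kilobase of transcript, scaled to library size, on a log2 scale). According to the study's methods, single-end reads were trimmed with Trim Galore 0.4.4, aligned with HISAT2 2.0.5 to the GRCm38.p6 mouse assembly and quantified per gene in SeqMonk. The submitters' processing notes also name bcl2fastq. The library kit named in the labels does not mark the strand of the RNA, and the strand setting of the counting is not given in the sources used here, so reads from overlapping genes on opposite strands cannot be told apart. The deposited log2 values were normalized by the authors for library size and transcript length, with zero counts replaced before the logarithm. The deposited count columns hold whole numbers whose sums differ between libraries. Columns of genotype averages in both tables were not used in any test.

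The count table has 35591 rows. In 27 of them the gene symbol had been turned into a date, and the symbol was restored from the gene identifier. A further 49 rows repeated a gene identifier, and of such rows the one with more reads was kept, which left 35542 genes. The 13 mitochondrial genes in the table have 0 reads in every library, so mitochondrial expression was not analysed here. Coordinates are those in the table, on GRCm38. All 109 genes named by the rule below matched GENCODE release M21 by identifier, and all 109 had the same start and end there. Exon structures were taken from that annotation.

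Differential expression was tested on the deposited counts with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after filterByExpr (15982 genes kept) and TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparison of genotypes used all 10 libraries, MD1 against WT, with no covariate, on the 15452 autosomal genes that passed the filter, which follows the study's exclusion of sex chromosomes. Effects within males, within females and their difference came from 1 model with a mean for each of the 4 groups, on all chromosomes, so that the groups shared 1 estimate of the spread. Levels are given as counts per 1000000 of the TMM-scaled library size (CPM), as mean ± SD, and fold changes as log2 with their standard errors. Scores of gene lists per library are means of log2 CPM (prior count 2) against the WT mean.

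Gene lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 and, as an alternative, an estimated correlation. The adjustment ran over all 95 tests of lists and contrasts. For each list, the number of members past the threshold is given over all genes and adjusted over the list alone. The 27 lists held 571 symbols, of which 561 are in the table. They comprise the Pcdha, Pcdhb and Pcdhg protocadherin clusters, the paternally expressed Snrpn cluster, other imprinted genes, Hox genes, X escape genes, Y-linked genes, facial mesenchyme and neural crest, nasal placode and olfactory epithelium, forebrain and eye neuroepithelium, the Shh pathway, erythroid cells, yolk sac endoderm and liver, decidua and uterine NK cells, trophoblast, mesothelium with heart and limb-body wall, endothelium, macrophage and myeloid cells, the hypoxia response, heat shock and metallothionein genes, p53 targets, the integrated stress response, the cell cycle, germline genes, and the genes that the study found lower or higher with the MommeD43 allele in other embryos. The clustered protocadherins and the Snrpn cluster were named by the study on these samples. The study's own list of genes changed in these samples had also been read when the lists of other tissues and of stress responses were written. None of these lists is therefore independent evidence of its direction.

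X-linked expression was summarised as the median log2 fold change of X-linked genes less that of autosomal genes, and as the share of counts on the X per library, with 95% Wilson intervals that cover counting error only. Genotype labels were permuted within each sex in all 100 arrangements, 2-sided, an exact test. Autosomes were also divided into 1116 bins of 1000000 bases with at least 5 tested genes, each tested with camera. The depth ranged from 4195119 to 24125084 counts per library. All 45 pairs of libraries, within and across groups, were compared by a chi-square test of their counts. The chi-square per degree of freedom was at least 4.15 in every pair, so no library was a duplicate of another.

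The genes named in the text followed a rule: Smchd1; among genes past the threshold by genotype whose level in every MD1 library lay on the same side of the WT mean, the 12 higher and 6 lower with the largest log2 fold change; the 8 genes with the smallest p in males, females and the sex difference; the 6 X-linked genes with the smallest p in females; up to 4 members of each list with the smallest p; and Xist with the Y-linked and escape lists. The values of 2 genes that the rule selects are not given, though both stayed in the list tests, and no other genes took their places. Lists, design, naming rule and the alternatives below, save those described as chosen later, were fixed before the data were examined. The alternatives comprised other normalizations and filters, DESeq2 1.42.0, limma-voom with quality weights, the exact test of edgeR, limma on the deposited log2 RPKM, sex as a covariate, subsets of the libraries, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

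The steps were tested on simulated counts drawn from the WT means, the library sizes and the per-gene dispersions of these libraries. For the comparison of genotypes, on 15226 genes, 79.6% of genes changed by a log2 of 1 and 94.9% of those changed by a log2 of 2 were recovered, and 9 of 186 calls fell on unchanged genes. For the male comparison, on 15752 genes, 62.0% and 83.7% were recovered and 10 of 156 calls fell on unchanged genes. For the difference between the sexes 21.0% and 64.3% were recovered, and 10 of 94 calls fell on unchanged genes. Of 200 unchanged lists tested with camera in the male comparison, 0.5% had a p under 0.05 with the preset correlation. Each gene was simulated from its own mean and dispersion, so this rate does not cover lists whose members move together. The recovered shares hold for the simulated spread. Whether the real counts have the same spread in the tested models was not tested. In edgeR on the real counts, Pcdhb10, Pcdhb14 and Pcdhb15 (log2 fold changes of 2.35, 1.94 and 1.91) missed the threshold by genotype, while 6 Pcdhb members passed.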

Results

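RNA sequencing was carried out on the frontonasal prominence of mouse embryos at E10.5. The series asks what loss of Smchd1, a chromatin protein needed for X inactivation and for silencing of several autosomal gene clusters, does to expression in this tissue. There were 3 WT male, 3 WT female, 2 MD1 male and 2 MD1 female libraries by their labels, 10 in all. The WT male libraries held 9225452, 21644064 and 24125084 counts and the WT female libraries 18166166, 10572153 and 13440649. In MD1, the library labelled MD1 female replicate 1 held 20661292 counts, MD1 male replicate 2 held 9998653, MD1 male replicate 3 held 4195119 and MD1 female replicate 4 held 14199480. The first principal component carried 37.3% of the variance and set MD1 female replicate 4 (-91.7) apart from the other libraries. The second carried 23.8% and set MD1 male replicate 3, the shallowest library, apart at -70.2.

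Smchd1 itself was lower in every MD1 library than in any WT library. The gene (ENSMUSG00000024054) lies on the minus strand of chromosome 17 at 71344489 to 71475343 (GRCm38), where the annotation gives 48 merged exon blocks. Its level was 246 ± 14 CPM in WT (SD, n = 6) and 78.6 ± 20.8 CPM in MD1 (SD, n = 4). Chance alone would place 4 given libraries on 1 side of the other 6 in 0.476% of splits for each direction. The log2 fold change was -1.65 with a standard error of 0.15, and the adjusted p of edgeR was 0.000785. In the group model the log2 fold change was -1.54 in males (adjusted p = 0.0892) and -1.75 in females (adjusted p = 0.0517).

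The libraries' sex was checked on Xist, the RNA that coats the inactive X, and on genes of the Y chromosome. In the library labelled MD1 female replicate 1, the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty stood at 88.2, 81.3, 73.3 and 47.2 CPM, a median of 102% of the WT male mean. Xist in this library was 204 CPM, 7.70% of the WT female mean of 2645 ± 50.5 CPM (SD, n = 3). In MD1 female replicate 4 the same 4 Y-linked genes had 0 reads and Xist reached 6724 CPM, 254% of the WT female mean. The highest Xist level in a WT male library was 2.08 CPM. Of the genes that escape X inactivation, Kdm6a was 75.9 CPM and Kdm5c 213 CPM in the library labelled MD1 female replicate 1, against WT male means of 85.2 and 214 CPM and WT female means of 123 and 296 CPM. The label goes against the Y-linked reads, so every direction drawn from the MD1 female group holds a library with Y-linked reads at the male level.

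**Figure D1:**
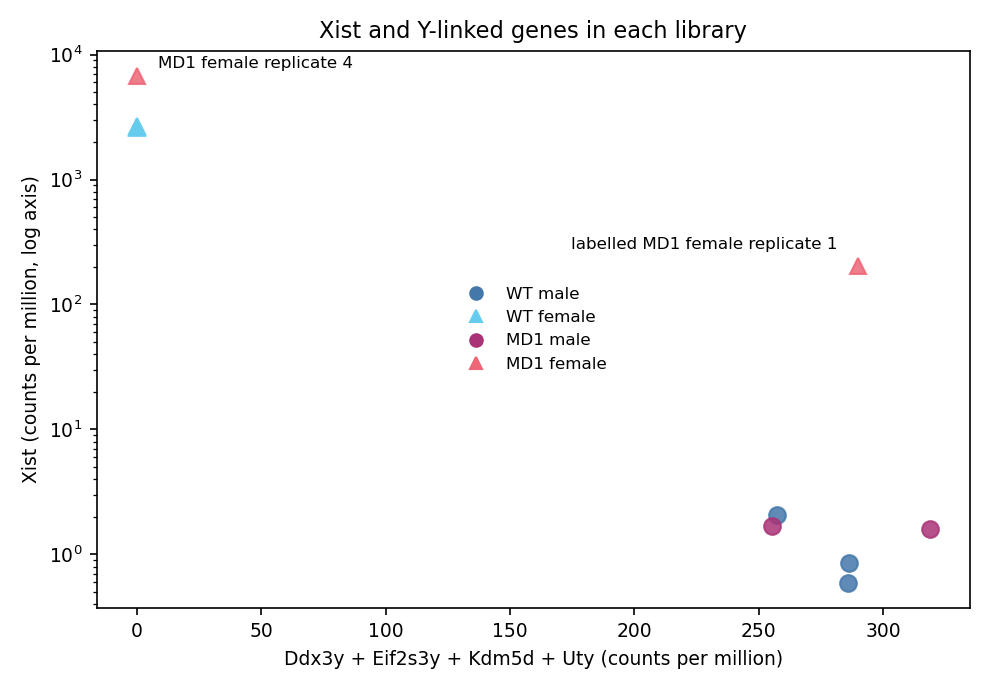
Levels in CPM of Xist and Y-linked genes in each of the 10 libraries. The library labelled MD1 female replicate 1 has Ddx3y at 88.2 CPM and Xist at 204 CPM, while MD1 female replicate 4 has 0 reads in Ddx3y and Xist at 6724 CPM.

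Between the genotypes, on autosomes, the genes that rose in MD1 came mostly from 2 known targets of Smchd1. Of the clustered protocadherins, which encode cell adhesion proteins of neurons, Pcdhb11, Pcdhb22, Pcdhb2, Pcdhb13, Pcdhb16 and Pcdhb19 rose. From the paternally expressed Snrpn cluster, Mkrn3, which encodes a RING finger protein, Peg12, and Ndn, which encodes a MAGE-family protein of neurons, rose. The remaining genes that rose were Vmn1r90, annotated as a vomeronasal receptor, and Gm53, a long intergenic noncoding RNA between Hoxb13 and Hoxb9, and only Smchd1 fell. The study counts Hox genes among the known targets of Smchd1 too. Whether Gm53 is such a target was not tested. In each of the 11 genes that rose, all 4 MD1 libraries lay above every WT library.

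Pcdhb11 (ENSMUSG00000051486, chromosome 18 at 37421418 to 37425836, a single exon) went from 1.25 ± 0.47 CPM in WT to 14.3 ± 2.4 CPM in MD1 (SD, n = 6 and 4), a log2 fold change of 3.54 with a standard error of 0.27 (edgeR adjusted p = 0.000249). Pcdhb22 (ENSMUSG00000073591, 37517871 to 37524479, a single exon) went from 6.89 ± 2.4 to 29.8 ± 7.8 CPM, with a log2 fold change of 2.11, a standard error of 0.25 and an adjusted p of 0.00652. The other Pcdhb genes past the threshold had log2 fold changes of 2.51 (Pcdhb2), 2.14 (Pcdhb13), 2.00 (Pcdhb16) and 1.79 (Pcdhb19). Mkrn3 (ENSMUSG00000070527, chromosome 7 at 62417593 to 62420139, a single exon) went from 13.2 ± 1.8 to 27.3 ± 1.6 CPM, a log2 fold change of 1.05 with a standard error of 0.12 and an adjusted p of 0.00520. Peg12 went from 66.5 ± 8.3 to 112 ± 16 CPM and Ndn from 105 ± 9.6 to 175 ± 31 CPM, log2 fold changes of 0.75 and 0.73 with an adjusted p of 0.0367 for each. Vmn1r90 (ENSMUSG00000100586, chromosome 7 at 14555474 to 14563506, 2 exon blocks) had 0, 1, 5, 5, 0 and 1 counts in the WT libraries and 111, 14, 16 and 29 counts in the MD1 libraries. Its log2 fold change was 4.66 with a standard error of 0.58 (adjusted p = 0.0110). Gm53 (ENSMUSG00000078706, chromosome 11 at 96251105 to 96264868, 4 exon blocks) went from 1.73 ± 0.52 to 6.64 ± 1.1 CPM, a log2 fold change of 1.91 (adjusted p = 0.0124).

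In all, 12 of 15452 autosomal genes passed, 11 higher and 1 lower, against 1497 at an unadjusted p under 0.05. DESeq2 called 51 genes, limma-voom 36 and the exact test of edgeR 66, and all 12 genes were among the calls of each, while limma on the log2 RPKM called 4. With sex as a covariate 9 genes passed, without Ndn, Peg12 and Pcdhb2, and with scaling by total count 8 passed, without Ndn, Peg12, Pcdhb2 and Pcdhb16. The count fell to 7 without WT male replicate 1, 4 without WT male replicate 2, 6 without WT male replicate 3, 7 without WT female replicate 5, 5 without WT female replicate 6, 4 without the library labelled MD1 female replicate 1 and 7 without MD1 male replicate 3. Without both libraries labelled MD1 female, a setting chosen after the data were seen, 6 genes passed, Smchd1, Pcdhb11, Pcdhb22, Mkrn3, Gm53 and Pcdhb19.

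The 3 protocadherin clusters lie in a row on chromosome 18. The Pcdhb cluster (37264938 to 37524479) rose: 19 of 19 tested members were higher, with a median log2 fold change of 1.56, 6 past the threshold over all genes and 18 adjusted over the list alone (camera adjusted p = 1.69e-59, and adjusted p = 0.0151 with an estimated correlation). The Pcdha cluster (36930184 to 37187661) rose by the preset correlation: 13 of 13 members were higher with a median of 1.40, 0 past the threshold over all genes in edgeR and 13 adjusted over the list alone (adjusted p = 3.16e-27). This call was lost at adjusted p = 0.177 with an estimated correlation. Other tools called members of it over all genes, 10 in DESeq2, 11 in limma-voom and 12 in the exact test of edgeR, against 0 on the log2 RPKM. Of Pcdhb members these tools called 11, 14, 14 and 2. Among the Pcdha members, Pcdha2 had a log2 fold change of 1.53 (adjusted p = 0.307) and Pcdha4 of 1.56 (adjusted p = 0.366). The Pcdhg cluster (37661793 to 37841873) was lower in 21 of 21 members with a median of -0.11, 0 past the threshold over all genes and 0 adjusted over the list alone (adjusted p = 0.00013), a call lost at adjusted p = 0.629 with an estimated correlation. Pcdhgc3, for instance, had a log2 fold change of -0.21 (adjusted p = 0.50). The Pcdhg median ranged from -0.182 to -0.079 with 1 library left out. The study named the clustered protocadherins on these samples, so the lists are not independent evidence of direction. Pcdha members share a median of 53.5% of their exon bases with other members and Pcdhg members 44.6%, so their reads cannot be assigned to single genes and the members are not separate measurements. Pcdhb members share a median of 0.0% of exon bases, and at most 9.67%. The long models Gm42416, Gm37013 and Gm37388 span the clusters.

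**Figure D2:**
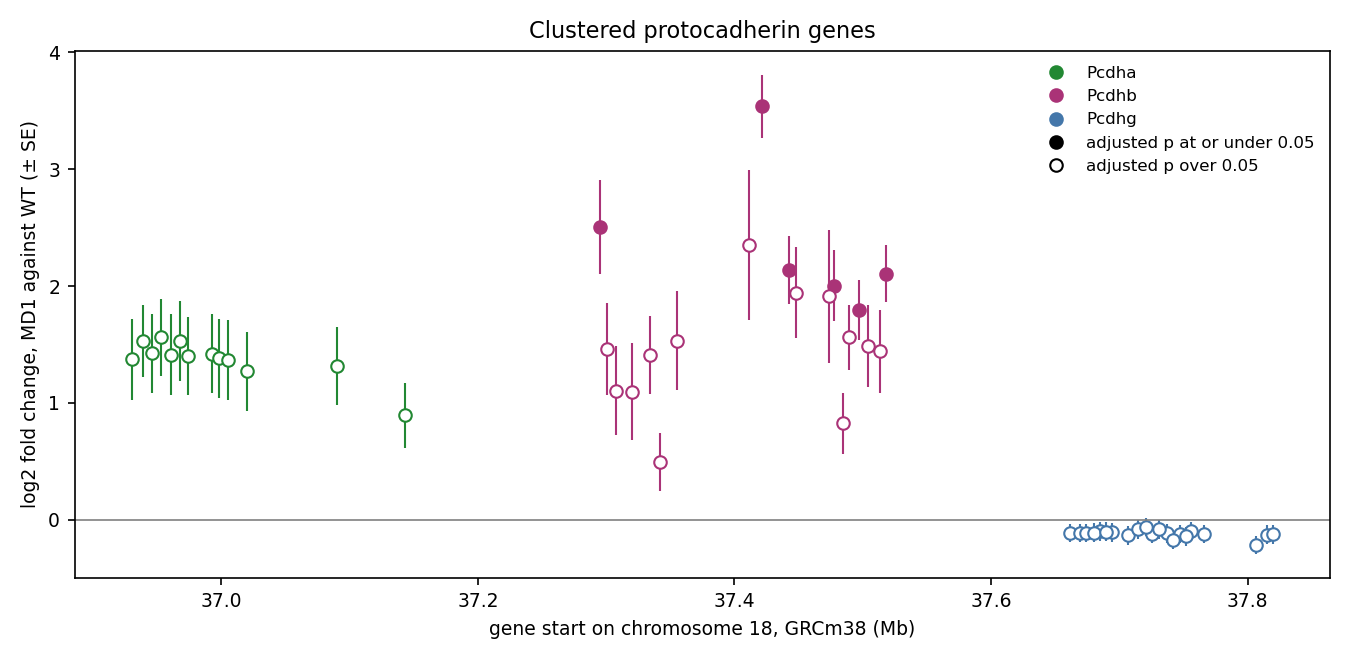
Log2 fold change of MD1 against WT, with standard errors as bars, for each tested clustered protocadherin by its position on chromosome 18 (GRCm38), filled where the adjusted p was 0.05 or less. The 19 Pcdhb members lie between 0.50 and 3.54, the 13 Pcdha members between 0.89 and 1.56 and the 21 Pcdhg members between -0.21 and -0.06.

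The Snrpn cluster (chromosome 7 at 59307924 to 62464510) rose, though unevenly. Of 7 tested members, 6 were higher and 1 lower, with a median log2 fold change of 0.50. 3 were past the threshold over all genes and 4 adjusted over the list alone (camera adjusted p = 6.33e-12, and adjusted p = 0.0101 with an estimated correlation). Mkrn3, Peg12 and Ndn passed over all genes, whereas Snrpn, which encodes a splicing protein, had a log2 fold change of 0.02 (adjusted p = 0.946), Snurf of -0.10 (adjusted p = 0.805) and Snhg14, the long RNA that holds small nucleolar RNAs, of 0.36 (adjusted p = 0.50). Magel2, another MAGE-family gene, had 0.50 (adjusted p = 0.523). The log2 fold change of Snhg14 ranged from 0.19 to 0.42 with 1 library left out. The study named this cluster on these samples, so it is not independent evidence of direction. Mkrn3 and Ndn are overlapped by Gm32061, and without strand information their reads cannot be separated from those of this model.

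Of the other lists, 7 passed for the genotype with the preset correlation and 0 with the estimated one. The study's own list of genes changed in these samples had been read when these lists of other tissues and stress responses were written, so they are not independent evidence of direction. The genes of the hypoxia response were higher in 29 of 29 members with a median log2 fold change of 1.67, 0 past the threshold over all genes and 27 adjusted over the list alone (adjusted p = 3.17e-12, and adjusted p = 0.526 with an estimated correlation). Among them P4ha1, a collagen prolyl hydroxylase, stood at 1084 CPM in MD1 female replicate 4 against 126 ± 46.1 CPM in WT. Integrated stress response genes had a median of 0.67 (15 of 17 higher, 0 adjusted over the list alone, adjusted p = 0.000613), a call lost at adjusted p = 0.615 with an estimated correlation. Erythroid genes had a median of 0.81 (16 of 17 higher, 0 adjusted over the list alone, adjusted p = 0.00112), and Hbb-bh1, an embryonic globin, stood at 5851 CPM in MD1 female replicate 4. The 1 lower member, the globin gene Hba-a2, had a log2 fold change of -1.83 (adjusted p = 0.50), and -2.76 to -1.38 with 1 library left out. Endothelial genes had a median of 0.23 (18 of 21 higher, 3 adjusted over the list alone, adjusted p = 0.00117). The yolk sac endoderm and liver list had a median of 2.30 (6 of 7 higher, 4 adjusted over the list alone, adjusted p = 0.0411). For these 3 lists the adjusted p was 0.615 with an estimated correlation. The list of mesothelium, heart and limb-body wall had a median of 0.89 (4 of 4 higher, 2 adjusted over the list alone, adjusted p = 0.0320, and adjusted p = 0.526 with an estimated correlation). Cell cycle genes were lower in 24 of 27 members with a median of -0.10 (0 adjusted over the list alone, adjusted p = 0.00492, and adjusted p = 0.621 with an estimated correlation).

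Scores of these lists differed between the MD1 libraries. The hypoxia response scored 3.36 log2 units above the WT mean in MD1 female replicate 4 and 1.11 in the library labelled MD1 female replicate 1, against -0.35 and -0.25 in the MD1 males and 1.13 in WT male replicate 1. The yolk sac endoderm and liver list scored 3.55 in the library labelled MD1 female replicate 1 and 1.72 in MD1 female replicate 4, against 1.20 in the highest WT library. Afp, the fetal serum protein of yolk sac and liver, stood at 239 and 68.4 CPM in those libraries. Without MD1 female replicate 4, 3 lists passed, those of yolk sac, endothelium and hypoxia, and the erythroid list turned lower (adjusted p = 0.294), with scores of 1.84 in that library and 0.0162, 0.153 and -0.775 in the other MD1 libraries. Without the library labelled MD1 female replicate 1, the yolk sac list turned lower (adjusted p = 0.987), and without both libraries labelled MD1 female it was the 1 list that passed, lower in MD1 (adjusted p = 0.0202). The yolk sac call also ended without WT male replicate 1, 2 or 3 and without WT female replicate 5 or 6 (adjusted p = 0.0995, 0.0612, 0.0514, 0.0614 and 0.0767), and with sex as a covariate (adjusted p = 0.123). The call of mesothelium, heart and limb-body wall ended without WT male replicate 1 (adjusted p = 0.122), WT female replicate 4 (adjusted p = 0.0785) or MD1 female replicate 4 (adjusted p = 0.469).

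**Figure D3:**
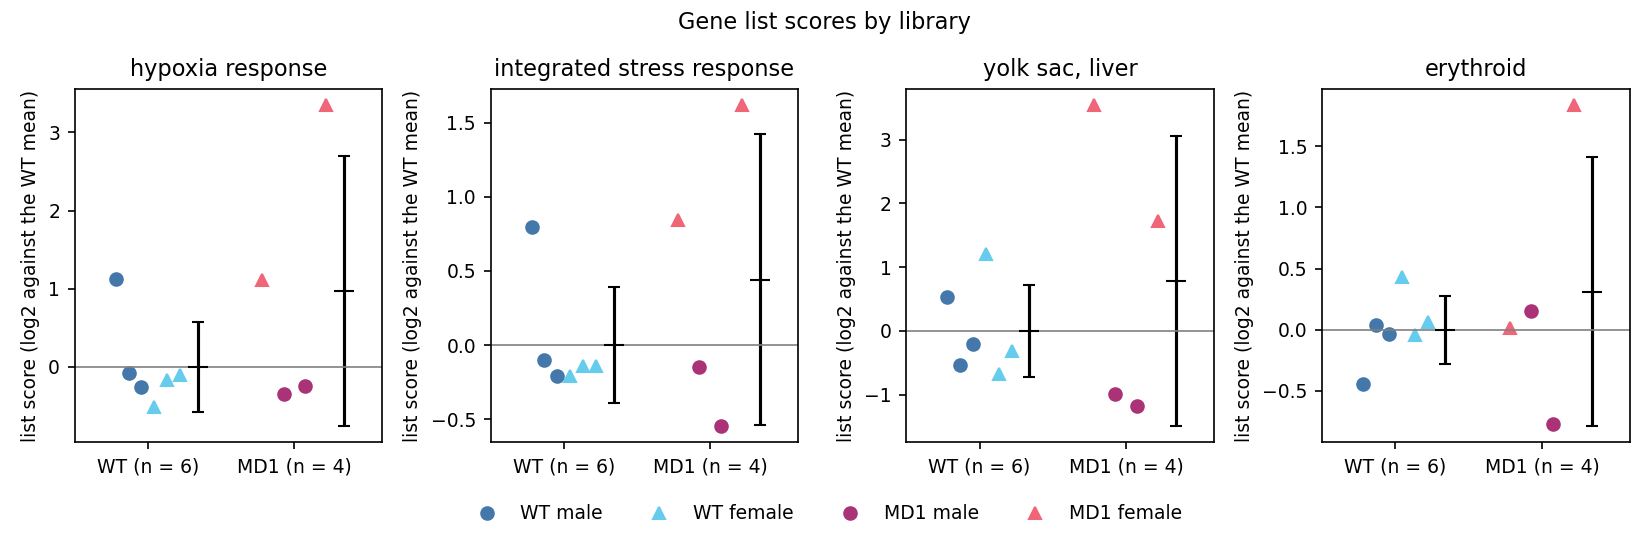
Scores per library, as mean log2 CPM against the WT mean, for gene lists of other tissues and of stress responses, with mean and SD per genotype as black bars. MD1 female replicate 4 is highest in the hypoxia response at 3.36, and the library labelled MD1 female replicate 1 is highest in the yolk sac list at 3.55.

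With all libraries, the lists that describe the face did not pass. Genes of facial mesenchyme and neural crest, such as Prrx1, a homeobox gene of craniofacial mesenchyme (log2 fold change -0.30, adjusted p = 0.514), had a median of -0.15 over 26 members (adjusted p = 0.114), and this list passed as lower without WT male replicate 2 (adjusted p = 0.0262), WT female replicate 5 (adjusted p = 0.0220) or the library labelled MD1 female replicate 1 (adjusted p = 0.0167). The log2 fold change of Prrx1 ranged from -0.40 to -0.19 with 1 library left out. The nasal placode and olfactory epithelium list had a median of 0.12 over 24 members (adjusted p = 0.148). The forebrain and eye neuroepithelium list had a median of -0.10 over 21 members (adjusted p = 0.430). In the Shh pathway, which patterns the midface, the median was 0.03 over 14 members while the test pointed lower (adjusted p = 0.905). Of 42 other imprinted genes the median was 0.12 (adjusted p = 0.126). Macrophage and myeloid genes had a median of -0.11 (adjusted p = 0.422), decidua and uterine NK genes of 0.20 over 3 members (adjusted p = 0.558), p53 targets of 0.08 (adjusted p = 0.868) and germline genes of 0.37 over 4 members (2 adjusted over the list alone, adjusted p = 0.224). Heat shock and metallothionein genes had a median of 0.13 (4 adjusted over the list alone, adjusted p = 0.0978). The list of genes lower with the MommeD43 allele in other embryos had a median of -0.09 over 35 members (adjusted p = 0.699), and the list of genes higher with that allele 0.06 over 3 members (adjusted p = 0.973). With 1 library left out, other imprinted genes (adjusted p = 0.0220) and decidua and uterine NK genes (adjusted p = 0.0256) passed as higher without MD1 male replicate 2, and heat shock and metallothionein genes (adjusted p = 0.0397) without MD1 male replicate 3. In each of the lists without another count, 0 members were past the threshold over all genes and 0 adjusted over the list alone. Of the trophoblast list 1 member was tested, Prl3b1, a placental prolactin (log2 fold change -0.02, adjusted p = 0.990). None of the 39 Hox genes in the table passed the filter on counts.

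In males, where no X is inactivated, the protocadherins Pcdhb11, Pcdhb16 and Pcdhb22 rose. Their log2 fold changes were 3.91 (adjusted p = 0.00761), 2.71 (adjusted p = 0.0188) and 2.43 (adjusted p = 0.0246). The Pcdhb cluster had a median of 2.02, with 3 past the threshold over all genes and 16 adjusted over the list alone (camera adjusted p = 3.69e-75, and adjusted p = 0.0151 with an estimated correlation). The Snrpn cluster had a median of 0.43, with 0 past the threshold over all genes and 3 adjusted over the list alone (adjusted p = 1.48e-07, and adjusted p = 0.0346 with an estimated correlation). With 1 library left out, these medians ranged from 1.74 to 2.22 for Pcdhb and 0.17 to 0.69 for Snrpn, and the calls with the preset correlation stayed. The Pcdha cluster had a median of 1.04, and 0.46 to 1.38 with 1 library left out (adjusted p = 1.16e-13, and adjusted p = 0.351 with an estimated correlation) and the Pcdhg cluster of -0.22 (adjusted p = 1.29e-10, and adjusted p = 0.526 with an estimated correlation). Hypoxia response genes were lower in 26 of 30 members with a median of -0.43 (adjusted p = 0.000613, and adjusted p = 0.736 with an estimated correlation), and integrated stress response genes had a median of -0.28 (adjusted p = 0.00331, and adjusted p = 0.615 with an estimated correlation). The yolk sac endoderm and liver list was lower in 6 of 7 members with a median of -0.90 (adjusted p = 0.0297, and adjusted p = 0.615 with an estimated correlation), the opposite direction to the comparison of all libraries. WT male replicate 1 stood apart at scores of 1.13 for hypoxia and 0.797 for the integrated stress response. Without it these 3 calls in males ended (adjusted p = 0.852, 0.379 and 0.0995), and without MD1 male replicate 2 they ended too (adjusted p = 0.174, 0.0592 and 0.214). The yolk sac call in males also ended without MD1 male replicate 3 (adjusted p = 0.175).

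In all, 3 of 15982 genes passed in males in edgeR, against 607 at an unadjusted p under 0.05, and 10 in DESeq2. The count was 1 without WT male replicate 1, 0 without WT male replicate 2, 0 without WT male replicate 3, 1 without WT female replicate 6, 1 without MD1 male replicate 2, 0 without MD1 male replicate 3 and 5 without MD1 female replicate 4.

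In the group labelled female, Pcdhb11 rose with a log2 fold change of 3.24 (adjusted p = 0.0245). The next genes missed the threshold, among them Flt1, a VEGF receptor of endothelium, with 2.45, Postn, a secreted matrix protein, with 3.31, A2m, a protease inhibitor, with 2.86, Tchh with 4.21 and Stc1, a secreted glycoprotein, with 3.04 (adjusted p = 0.0996 for each). With 1 library left out, fold changes ranged from 1.26 to 3.09 for Flt1, 2.00 to 3.99 for Postn and 1.69 to 3.50 for A2m. They ranged from 3.59 to 4.76 for Tchh and 2.09 to 3.61 for Stc1. The hypoxia response was higher in 30 of 30 members with a median of 2.74, 0 past the threshold over all genes and 29 adjusted over the list alone (camera adjusted p = 3.17e-34, and adjusted p = 0.298 with an estimated correlation). Pcdha members had a median of 1.63 (13 adjusted over the list alone, adjusted p = 5.73e-14, and adjusted p = 0.351 with an estimated correlation) and Pcdhb members of 1.45 (11 adjusted over the list alone, adjusted p = 2.80e-16, and adjusted p = 0.282 with an estimated correlation). The Snrpn cluster had a median of 0.59 (4 adjusted over the list alone, adjusted p = 7.99e-05, and adjusted p = 0.0849 with an estimated correlation), a call that ended without the library labelled MD1 female replicate 1 (median 0.47, adjusted p = 0.0932). Also higher by the preset correlation were the lists of yolk sac endoderm and liver (median 3.00, adjusted p = 3.42e-05), integrated stress response (1.26, adjusted p = 8.17e-13), erythroid cells (1.25, adjusted p = 2.50e-05), mesothelium, heart and limb-body wall (0.98, adjusted p = 0.0115), endothelium (0.42, adjusted p = 1.25e-05), other imprinted genes (0.19, adjusted p = 0.0270) and heat shock and metallothionein genes (0.19, adjusted p = 0.0357), and lower was the cell cycle (-0.20, adjusted p = 1.70e-05). None of these calls held with an estimated correlation. Without WT male replicate 1, the heat shock and metallothionein call ended (adjusted p = 0.0995). It also ended without WT female replicate 4, 5 or 6 (adjusted p = 0.129, 0.0613 and 0.0736). Without WT female replicate 4, the call of other imprinted genes ended (adjusted p = 0.114). So did that of mesothelium, heart and limb-body wall (adjusted p = 0.0687). The call of other imprinted genes also ended without the library labelled MD1 female replicate 1, a fit that leaves 1 MD1 female library. The yolk sac list scored 3.55 in the library with Y-linked reads and 1.72 in MD1 female replicate 4. Its call in this group ended without the library with Y-linked reads, though the list stayed higher. That fit leaves 1 MD1 female library.

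In all, 1 of 15982 genes passed in females in edgeR, against 3059 at an unadjusted p under 0.05, and 606 in DESeq2. This count rests on single libraries of a group of 2 with conflicting sex reads: it was 5456 without the library labelled MD1 female replicate 1 and 18 without MD1 female replicate 4, the latter including Ddx3y, Eif2s3y, Kdm5d, Uty and Xist. It was 29 without WT male replicate 1, and 0 without WT male replicate 2, WT female replicate 4, 5 or 6, or MD1 male replicate 2 or 3.

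For the difference between the sexes, 0 genes passed in edgeR, with a smallest adjusted p of 0.445. There were 1662 genes at an unadjusted p under 0.05, 77 calls in DESeq2 and 0 in limma-voom. The smallest p-values belonged to Stc1 (difference of log2 fold changes 3.95), the transferrin gene Trf (3.41), P4ha2, a collagen prolyl hydroxylase (3.79), Postn (4.00), Ppp1r3c (5.61), Col1a1, a chain of type I collagen (1.68), Bhlhe40, a hypoxia-inducible repressor (7.77), and Pck2 (1.59). The count was 3637 without the library labelled MD1 female replicate 1 and 7 without MD1 female replicate 4.

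X-linked genes were slightly higher than autosomal genes in MD1 in both label groups, a question the study left aside. In females the median log2 fold change of 524 X-linked genes lay 0.106 above that of autosomal genes, with 324 of 524 higher (camera adjusted p = 0.0217, and adjusted p = 0.526 with an estimated correlation). In males it lay 0.0579 above, with 313 of 524 higher (adjusted p = 0.0264, and adjusted p = 0.526 with an estimated correlation). The female call ended without WT female replicate 6 (0.109, adjusted p = 0.0618), and with no filter on low counts (715 genes, adjusted p = 0.0567). The female difference fell to 0.0353 without MD1 female replicate 4 and rose to 0.203 without the library labelled MD1 female replicate 1. The male call ended without WT male replicate 2 (0.0529, adjusted p = 0.0528), WT male replicate 3 (0.0548, adjusted p = 0.0508) or MD1 male replicate 2 (0.0446, adjusted p = 0.466), and the median was 0.0901 without MD1 male replicate 3. Of single X-linked genes 0 passed in females in edgeR. The smallest p-values were those of Upf3b, a gene of nonsense-mediated decay (log2 fold change 0.80), Apln, an angiogenic peptide gene (1.10), Pgk1, a glycolytic enzyme gene (2.19), Eif2s3x (-0.70), Tmem255a (1.29) and Gabre (1.76), with an adjusted p of 0.117 for each. With 1 library left out, fold changes ranged from 0.45 to 1.09 for Upf3b, 0.51 to 2.95 for Pgk1 and 0.42 to 1.84 for Tmem255a. They ranged from 0.87 to 2.31 for Gabre, 0.83 to 1.35 for Apln and -0.82 to -0.57 for Eif2s3x.

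The share of counts on the X was 3.14% ± 0.038 in WT males (SD, n = 3), 3.43% ± 0.051 in WT females (SD, n = 3), 3.26% ± 0.093 in MD1 males (SD, n = 2) and 3.80% ± 0.78 in the group labelled MD1 female (SD, n = 2). MD1 female replicate 4 had 4.35% (95% Wilson interval 4.34 to 4.36, which covers counting error only) and the library labelled MD1 female replicate 1 had 3.25% (3.24 to 3.26). The mean difference between genotypes within sex was 0.242 percentage points, with p = 0.25 in the exact permutation test, 2-sided, over 100 arrangements. Within males the difference was 0.116 points with an exact p of 0.1, the smallest that 10 arrangements allow, and within females 0.367 points with an exact p of 0.6. Without MD1 female replicate 4 the difference was -0.0349 points (exact p = 0.65), and without the library labelled MD1 female replicate 1 it was 0.518 points (exact p = 0.025). With Xist and Tsix left out, a setting chosen after the data were seen, the difference was 0.219 points, with p = 0.01, the smallest that the exact test can give, and between 0.0930 and 0.345 points with any 1 library left out.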

Values the study reported

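For the MommeD43 allele, the study compared frontonasal tissue from 2 pairs of embryos matched at 29 somites and reported 56 genes past a false discovery rate of 0.05 with sex chromosomes left out, of which 53 were lower in the mutant. For MommeD1 homozygous frontonasal tissue, the study described higher expression of a restricted group of known targets, naming clustered protocadherins and Snrpn cluster genes, without a count in its main text.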

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

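The tests on the Y-linked reads and on the hypoxia response were chosen after the results were seen. The margin of 1 bootstrap standard error used below for the X was also chosen after the medians were seen, and the tests of the X were written with the X medians known and the autosomal medians unseen.

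The library labelled MD1 female replicate 1 had 0.0300% of its counts on the Y, above every WT female library. A wrong sex label is a candidate explanation, since the median of 4 Y-linked genes stood at 102% of the WT male mean. Carry-over between libraries at a single rate is argued against by Xist, which reached at most 0.0785% of the WT female mean in a WT male library against 7.70% here. RNA of another tissue may be present as well, since the yolk sac endoderm and liver list scored 2.35 log2 units above the highest WT library, with Afp at 239 CPM, and such tissue from a female could carry the Xist reads. The study's own list of genes changed in these samples had been read when that list was written, and no test here separates a wrong label from a mixed sample. The study typed the sex of embryos by PCR on DNA, a measurement not used here, so how this library came to differ from its label stays open.

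MD1 female replicate 4 stood apart from the other MD1 libraries in some hypoxia genes, with Bhlhe40 at 324 CPM, Bhlhe41 at 124 CPM, P4ha1 at 1084 CPM and Higd1a at 117 CPM, and in the X-linked glycolytic gene Pgk1 at 427 CPM. By the same measure the score of the whole list did not stand apart in MD1 (a gap of 0.606 of the range, where the limit is higher for 4 libraries than for 6), nor did Stc1, Stc2, P4ha2 or Ppp1r3c. Loss of Smchd1 acting alike in both sexes is argued against as the cause, since the higher of the MD1 males scored -0.25 on the list, though the library labelled MD1 female replicate 1, with its Y-linked reads, scored 1.11, within the WT range. The state of the tissue at collection may contribute, since a WT library, male replicate 1, stood apart in the score of the list, with a gap of 0.737 of the WT range. Loss of Smchd1 in females stays open at a score of 3.36, because this is the only MD1 library without reads in the 4 Y-linked genes. The study describes MommeD1 as lethal to homozygous female embryos, and names failed X inactivation as the reason in null females. Whether that lethality bears on the hypoxia genes of this library was not tested. MD1 female replicate 4 also differed in general measures. Its 10 most abundant genes held 5.54% of counts, against at most 3.42% in any other library. Its TMM factor was 0.928 and its mean correlation with the other libraries 0.934, against at least 0.987 and 0.956 elsewhere. Whether these bear on its hypoxia genes was not tested.

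X-linked genes were higher than autosomal genes in MD1, and the spread between chromosomes was tested as the explanation. In females the highest autosomal median was 0.0373 against an X median of 0.0986 with a bootstrap standard error of 0.0180, and in MD1 female replicate 4 it was 0.0578 against 0.179 with a standard error of 0.0313, so spread between chromosomes is argued against in both, with or without the margin. A few strong genes are argued against too, since 0.0751 of a difference of 0.108 was left without them. In males the X median of 0.0470 lay above the highest autosomal median of 0.0379 by 0.00907 with a standard error of 0.0121: under the rule written before the autosomal medians were seen, which had no margin, it lay above all autosomes and both spread between chromosomes and an effect confined to an inactive X were argued against, and with the margin added later both stay open. Failed X inactivation may be part of the female difference, but in females it rests on MD1 female replicate 4, without which the difference was 0.0353.

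Of 248 groups of values tested for a library far from the rest, 43 had one, 24 in MD1 and 19 in WT. Chance flags about 1 in 20 groups of unselected values. Most groups here were genes named for small p-values or large changes, and members of a list move together. That rate is therefore no fair comparison for the 43. MD1 female replicate 4 accounted for 22 of the 43 and the library labelled MD1 female replicate 1 for 2.

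Further values far from the other MD1 libraries were all in MD1 female replicate 4 except where stated. Its share of counts on the X was 4.35%, and 3.71% without Xist and Tsix. The other MD1 libraries all hold reads in the 4 Y-linked genes. Its X-linked values therefore have no MD1 library of the same kind to be compared with. Stress genes stood at 95.6 CPM (Hspa1a), 151 CPM (Hspa1b), 553 CPM (Mt1), 456 CPM (Mt2) and 215 CPM (Asns). Erythroid genes stood at 54.4 CPM (Rhag) and 5851 CPM (Hbb-bh1). Endothelial and mesothelial genes stood at 28.0 CPM (Esm1), 16.3 CPM (Icam2) and 3.35 CPM (Upk1b). X-linked Eif2s3x stood at 39.0 CPM and Tmem255a at 135 CPM, imprinted Snhg14 at 165 CPM and Prrx2, the 1 low value, at 34.5 CPM. Eif2s3x was high against the other MD1 libraries only, and lay below the WT female mean of 58.0 CPM. F630040K05Rik stood at 16.3 CPM and Gm37457 at 5.78 CPM. In the library labelled MD1 female replicate 1, Apob stood at 54.5 CPM and Cubn at 18.3 CPM.

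In WT, male replicate 1 scored 1.13 on the hypoxia response and 0.797 on the integrated stress response. Its genes far from the other WT libraries were Stc1 (17.3 CPM), P4ha2 (67.6 CPM), Ppp1r3c (19.8 CPM), Bhlhe40 (36.3 CPM), Pck2 (38.1 CPM), Bhlhe41 (12.3 CPM), Stc2 (48.8 CPM), P4ha1 (218 CPM), Mdm2 (76.2 CPM), Vldlr (94.8 CPM), Aldh1l2 (13.3 CPM), Asns (99.1 CPM) and F630040K05Rik (2.26 CPM). Elsewhere in WT, Mkrn3 stood at 16.8 CPM and Upk1b at 1.39 CPM in female replicate 6, Prrx1 at 367 CPM in male replicate 3 and Apob at 3.28 CPM in female replicate 4.

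Of the lists, 10 differed between the sexes in the genotype effect by camera with the preset correlation, and 0 with the estimated one. Higher in females were Pcdha (adjusted p = 0.0357), Pcdhg (0.00786), other imprinted genes (0.0357), erythroid (0.000583), yolk sac endoderm and liver (7.14e-06), endothelium (0.000211), hypoxia response (2.22e-34) and integrated stress response (6.49e-14), and lower were Pcdhb (0.00472) and cell cycle (4.38e-05). The group labelled female holds the library with Y-linked reads, so these are not clean differences between sexes.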

How the results depend on the processing

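Leaving out both libraries labelled MD1 female, the share without Xist and Tsix, and the lists with no filter and an estimated correlation were chosen after the data were seen. For values that answer a comparison, 143 stayed the same under an alternative (direction and side of the threshold kept, or a count of genes or lists within 1.5-fold, whose members could change), 21 became stronger, 36 weaker and 1 reversed, and for single genes and lists the numbers were 2224, 113, 121 and 43. The log2 fold change of Smchd1 stayed between -1.79 and -1.50 with any library left out. Except where construction shows it, the cause was not tested.

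The autosomal count of 12 was 51 in DESeq2, 36 in limma-voom, 66 in the exact test, 4 with MD1 males only and sex as a covariate (2 choices changed at once), 9 with sex as a covariate alone, 4 on the log2 RPKM, 6 without both libraries labelled MD1 female, and 4 to 13 with 1 library left out. The male count of 3 was 6 with no filter and 10 in DESeq2, and 0 to 5 with 1 library left out. The female count of 1 was 2 by total count, 729 with no filter, 606 in DESeq2, 2 in limma-voom, 3 with females only, and 0 to 5456 with 1 library left out. The sex difference of 0 was 147 with no filter and 77 in DESeq2, and 0 to 3637 with 1 library left out. Where 1 library remains in a group, it is assumed to vary like the others.

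With an estimated correlation, Pcdha (1.40) and Pcdhg (-0.11) lost their calls, as did X-linked genes in males (0.0579) and females (0.106), and other lists past fell from 7 to 0, as with no filter and an estimated correlation (0). They were 3 without MD1 female replicate 4, 1 without both libraries labelled MD1 female, and 3 to 9 with 1 library left out. The X difference ranged from 0.0446 to 0.0901 in males and 0.0353 to 0.203 in females. The share of counts on the X differed by 0.234 points without the 10 most abundant genes and Xist (exact p = 0.02), 0.219 without Xist and Tsix (exact p = 0.01), and -0.0349 to 0.518 with 1 library left out.

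Replicate numbers gave no sign of pairing: deviations of libraries with the same number correlated at 0.0121, 0.00227, 0.0776 and -0.0402, and MD1 libraries did not correlate best with their own number. So few libraries cannot exclude a shared litter or batch. With the number as a block 0 autosomal genes passed, and 3 in males. Numbers 5 and 6 belong to WT libraries alone, and males of both genotypes share only numbers 2 and 3. These fits therefore compare fewer libraries and do not show the effect of a block alone.

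With MD1 males only, signs turned for Rbp4 (-0.52), Apob (-1.33), Cubn (-0.90), Afp (-8.89, fitted against libraries with 0 reads and no bound), Postn (-0.68), Flt1 (-0.11), Bhlhe41 (-0.42), Stc2 (-0.65), P4ha1 (-0.15), Hspa1a (-0.80), Hspa1b (-1.30), Mt1 (-0.20), Mt2 (-0.052), Plk2 (-0.059), Slc7a5 (-0.049), Vldlr (-0.67), Aldh1l2 (-0.27), Asns (-0.25) and F630040K05Rik (-0.92). Without both libraries labelled MD1 female they turned for Rbp4 (-0.78), Apob (-2.55), Cubn (-0.91), Afp (-9.40), Postn (-0.79), Stc2 (-0.19), Hspa1a (-1.02), Hspa1b (-1.40), Mt1 (-0.25), Mt2 (-0.19), Plk2 (-0.065), Vldlr (-0.27), Aldh1l2 (-0.13), Asns (-0.072) and F630040K05Rik (-0.68). In limma-voom they turned for Hbb-bh1 (-0.018), Tbx18 (-0.071) and Hspa1b (-0.17). With 1 library left out, values ranged from -0.040 to 1.37 for Hbb-bh1, -0.32 to 5.86 for Hspa1a and -0.61 to 5.19 for Hspa1b, each turning without MD1 female replicate 4, and from -0.25 to 2.67 for Cubn, turning without the library labelled MD1 female replicate 1. The Pcdhg cluster in females turned without WT female replicate 6 (0.053) and without MD1 female replicate 4 (0.083). Depth limits MD1 male replicate 3 most, at 4195119 counts.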

Other observations

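The test of other loci and the estimated correlation with no filter were chosen after the result was seen, and the splits of the libraries were planned.

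Hox genes, which pattern the trunk and limbs, were below the filter on counts here. With no filter, 21 of them entered the list test and were higher in MD1 (camera adjusted p = 1.32e-08), as were 14 genes of decidua and uterine NK cells (adjusted p = 1.15e-05). Both calls used the preset correlation and were lost with an estimated one (adjusted p = 0.300 and 0.270). In males neither list passed with the preset correlation (adjusted p = 0.276 and 0.103). In the group labelled female both did, and with an estimated correlation the Hox list held (adjusted p = 0.0302) and the other did not (adjusted p = 0.270). That group holds the library with Y-linked reads, where the mesothelium, heart and limb-body wall list scored 0.651, within the WT range. In MD1 female replicate 4 it scored 2.14. The yolk sac list scored 3.55 and 1.72 in these libraries. With no filter both lists were higher in this group with the preset correlation (adjusted p = 0.00248 and 8.64e-21). Whether RNA of other tissues carries the Hox reads was not tested. Nor was loss of the silencing of Hox genes by Smchd1 that the study describes.

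Among 1116 autosomal bins of 1000000 bases, 7 passed with the preset correlation, 5 higher and 2 lower, and 1 with the estimated one, the bin at 62000001 to 63000000 of chromosome 7 that holds Mkrn3, Ndn and Peg12 (median log2 fold change 0.84, adjusted p = 0.0440 with an estimated correlation). Outside the protocadherin and Snrpn loci 4 passed with the preset correlation, 2 higher and 2 lower. A hypothesis that further loci change as regions stays open, since their smallest adjusted p with an estimated correlation was 0.861, and a p that misses the threshold does not exclude it. The bin at 106000001 to 107000000 of chromosome 3 (median 0.38, adjusted p = 0.0156) holds Lrif1, which encodes a protein that binds SMCHD1, singled out after its values were seen (log2 fold change 0.55, standard error 0.10, adjusted p = 0.115 in edgeR). Its adjusted p was 0.000118 in DESeq2, 0.0190 in limma-voom, 0.0653 in the exact test of edgeR and 0.560 on the log2 RPKM.

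Of 210 possible splits of the libraries into 4 and 6, 100 were drawn and the rest were not examined. Of those drawn, 1 gave as many autosomal genes as the real 12, the real split itself. The highest other gave 5, so chance is argued against for this count among the splits drawn. That other split set WT male replicate 1, WT female replicate 4 and both libraries labelled MD1 female against the rest. With the preset correlation, the same holds for Pcdhb (1 split, 60.5 on the -log10 p scale against 44.5) and the Snrpn cluster (1 split, 12.1 against 6.57). Both lists were named by the study on these samples, so they were not chosen independently of the real split. For Pcdha chance is less clearly argued against, since another split went beyond the real one (2 splits, 27.8 against 29.9). The Pcdha call was also lost with an estimated correlation (adjusted p = 0.177). The split with 29.9 set 4 WT libraries against the other 2 and all MD1 libraries. Chance cannot be excluded for Pcdhg (17 splits, 4.52 against 24.0) or for the number of other lists past the threshold (37 splits, 7 against 11).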
